# The Histone Lysine Demethylase JMJD3/KDM6B Is Recruited to p53 Bound Promoters and Enhancer Elements in a p53 Dependent Manner

**DOI:** 10.1371/journal.pone.0096545

**Published:** 2014-05-05

**Authors:** Kristine Williams, Jesper Christensen, Juri Rappsilber, Anders Lærke Nielsen, Jens Vilstrup Johansen, Kristian Helin

## Abstract

The JmjC domain-containing protein JMJD3/KDM6B catalyses the demethylation of H3K27me3 and H3K27me2. JMJD3 appears to be highly regulated at the transcriptional level and is upregulated in response to diverse stimuli such as differentiation inducers and stress signals. Accordingly, JMJD3 has been linked to the regulation of different biological processes such as differentiation of embryonic stem cells, inflammatory responses in macrophages, and induction of cellular senescence via regulation of the *INK4A-ARF* locus. Here we show here that JMJD3 interacts with the tumour suppressor protein p53. We find that the interaction is dependent on the p53 tetramerization domain. Following DNA damage, JMJD3 is transcriptionally upregulated and by performing genome-wide mapping of JMJD3, we demonstrate that it binds genes involved in basic cellular processes, as well as genes regulating cell cycle, response to stress and apoptosis. Moreover, we find that JMJD3 binding sites show significant overlap with p53 bound promoters and enhancer elements. The binding of JMJD3 to p53 target sites is increased in response to DNA damage, and we demonstrate that the recruitment of JMJD3 to these sites is dependent on p53 expression. Therefore, we propose a model in which JMJD3 is recruited to p53 responsive elements via its interaction with p53 and speculate that JMJD3 could act as a fail-safe mechanism to remove low levels of H3K27me3 and H3K27me2 to allow for efficient acetylation of H3K27.

## Introduction

The N-terminal tails of histone proteins are subject to various post-translational modifications including methylation of lysine residues. The combination of histone modifications affects chromatin structure and can determine transcriptional outcome. In addition, histone modifications have been implicated in the regulation of genomic stability and cell fate decisions, as well as pathological processes such as cancer development.

Di- and tri-methylation of histone 3 lysine 27 (H3K27me2/me3) is catalysed by the Polycomb Repressive Complex 2 (PRC2), and is associated with transcriptional repression. The Polycomb group (PcG) proteins are essential for normal development in *Drosophila* and mammals, and are found as key regulators of genes involved in cellular differentiation and stem cell identity [1]–[4]. In addition, PcG proteins can repress the expression of certain tumour suppressor genes, including the *INK4A-ARF* locus [5]–[8] and overexpression of PcG proteins has been implicated in cancer development [9], [10].

The JmjC domain containing proteins JMJD3/KDM6B and UTX/KDM6A are H3K27me2/me3 specific demethylases [11]–[15]. With the ability to revert PcG mediated repression, the proteins are potential mediators of differentiation and development. In agreement with this, the *C. elegans* UTX and JMJD3 homologs are required for normal gonadal development in the worm [11], [16] and inhibition of Utx1 expression in zebrafish results in improper posterior development [14]. Unlike UTX, JMJD3 appears to be highly regulated at the transcriptional level and is upregulated in response to diverse stimuli such as differentiation inducers and stress signals. For instance, JMJD3 is dynamically expressed during differentiation of embryonic stem cells [17] and keratinocytes [18], and is highly upregulated in inflammatory stimulated bone marrow-derived macrophages [12], [19]. Furthermore, JMJD3 possesses tumour suppressor characteristics and is upregulated in response to oncogenic stress, where it contributes to activation of the *INK4A-ARF* locus [20], [21].

*Trp53*, the p53 tumour suppressor gene, is frequently mutated in human cancer. In unstressed cells, p53 levels are kept low by the negative regulator MDM2, which is an E3 ubiquitin ligase that binds and targets p53 for proteosomal degradation [22]. However, in response to stress signals, such as DNA damage, p53 is subject to post-translational modifications including phosphorylation, which reduces its affinity for MDM2 leading to stabilization of the protein. Release of p53 from MDM2 allows it to function as a transcription factor, where it binds to DNA as a tetramer leading to activation of multiple target genes involved in processes like cell cycle arrest, apoptosis, senescence and DNA repair [23]. Most cancer derived p53 mutations are found within the DNA binding domain [24], suggesting that the main tumour suppressing role of p53 is based on its ability to function as a transcription factor. However, it is now evident that p53 signalling is mediated at several levels and that it also has cytoplasmic roles, where it can function in the regulation of apoptosis and autophagy [25].

The exact mechanism by which p53 discriminates between different cell fates in response to numerous types of stress is still an open question. There appears to be a complex network of signalling pathways involved in the regulation of p53 protein stability and p53 signalling pathways. p53 is subject to various post-translational modifications including phosphorylation, ubiquitination and methylation, and it has been reported to associate with several different binding partners [26], which could all contribute to selectively target p53 to certain genes.

Consistent with recent reports [27]–[29] we show here that JMJD3 interacts with p53. By performing genome-wide mapping of JMJD3 and p53, we find that JMJD3 binding shows significant overlap with p53 targeted sites. We find that the binding of JMJD3 to p53 bound promoters, as well as p53 associated enhancer elements, is increased in response to DNA damage and demonstrate that the recruitment of JMJD3 to these sites is dependent on p53.

## Results

### JMJD3 associates with p53

To gain information regarding the functional role of JMJD3, we purified JMJD3-associated proteins by tandem affinity purification. We expressed double-epitope (Flag-HA) tagged JMJD3 or UTX in HEK293 cells, and purified interaction partners from nuclear extracts by Flag- followed by HA-affinity purification (Fig. S1a). Co-purified proteins were subsequently analysed by mass spectrometry. From this analysis, we identified p53 as an interaction partner of JMJD3, but not UTX (Fig.1a). Instead, UTX co-purified with several members of the MLL3/4 complex as previously reported [15], [30], [31] (Fig. S1b). To verify the interaction between JMJD3 and p53, we transfected Phoenix cells with plasmids expressing HA-tagged JMJD3 or HA-tagged UTX, and were able to co-immunoprecipitate (co-IP) p53 only when overexpressing JMJD3 (Fig. 1b). Moreover, the interaction was validated between endogenous JMJD3 and p53 in Phoenix cells (Fig. 1c).

**Figure 1:**
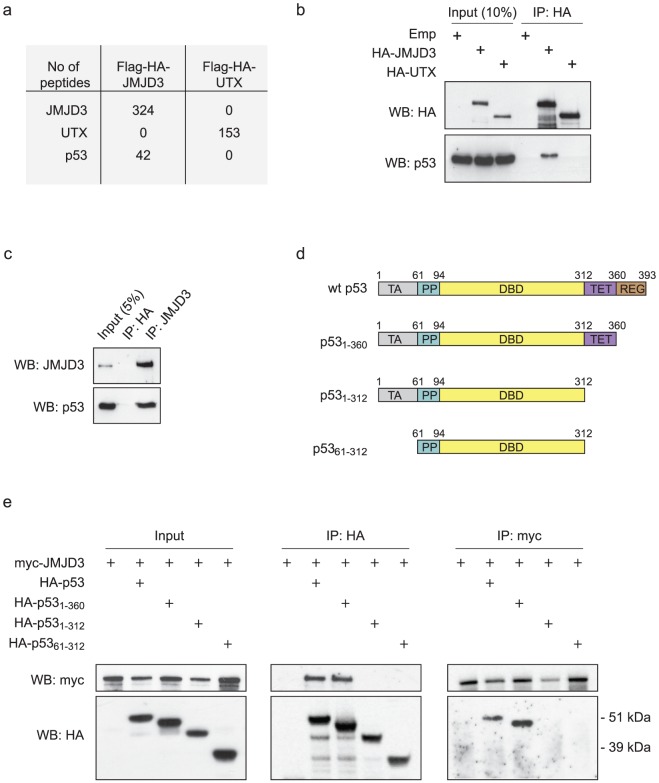
JMJD3 interacts with p53. a, The number of JMJD3, UTX and p53 peptides identified by mass spectrometry in the tandem anti-Flag-HA purifications of Flag–HA–JMJD3 and Flag-HA-UTX stably expressed in HEK293 cells. **b**, Phoenix cells were transfected with HA-JMJD3, HA-UTX or an empty vector (Emp), and immunoprecipitated with an antibody against the HA-tag. Western blotting was performed with antibodies against HA or p53. **c**, Co-immunoprecipitation of endogenous JMJD3 and p53 was performed in Phoenix cells by immunoprecipitating with HA (negative control) or JMJD3 antibody. **d**, Schematic representation of wild type (wt) p53 and the three p53 deletion mutants lacking the regulatory (REG), the tetramerization (TET) or the transactivating (TA) domains as indicated. **e**, Pheonix cells were transfected with myc-tagged JMJD3 alone or together with wt p53 or p53 deletion mutants as indicated. Immunoprecipitation was performed with myc- or HA antibody followed by western blotting.

p53 has a domain structure similar to other transcription factors and possesses an N-terminal transactivating domain, a proline rich region, a central DNA-binding domain, a tetramerization domain and a C-terminal regulatory domain. To map the region of p53 required for binding to JMJD3, we tested a number of p53 mutant proteins (Fig. 1d): p53_1–360_ lacking the C-terminal regulatory domain; p53_1–312_ lacking the regulatory and the tetramerization domains; and p53_61–312_ lacking the regulatory, the tetramerization and the transactivation domains. As shown in Fig. 1e, the mutants of p53 lacking the tetramerization domain do not interact with JMJD3. These data demonstrate an interaction between JMJD3 and p53 that is likely to be mediated either directly through the p53 tetramerization domain, or that tetramerization of p53 is required for efficient binding of JMJD3.

### Genome-wide mapping of JMJD3 and p53 binding sites in IR treated BJ cells

Our results indicate that JMJD3 specifically associates with the tetrameric form of p53, which is the active DNA-binding form of p53. To understand if JMJD3 and p53 also display genomic co-localization, we performed global mapping of JMJD3 and p53 binding sites in telomerase-immortalized human BJ diploid fibroblasts by chromatin immunoprecipitation followed by sequencing (ChIP-seq). The experiments were performed in untreated cells or five hours following exposure to ionizing radiation (IR). 

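BJ cells are human foreskin fibroblasts, and this version of the line divides indefinitely because it expresses telomerase. In ChIP-seq, proteins are cross-linked to DNA, the DNA fragments bound by a protein are pulled down with an antibody against it, and the fragments are sequenced, so that stretches of the genome with many fragments mark binding sites. Cells were either left untreated or exposed to 10 Gy of IR, and fragments were collected with an antibody against p53 or an antibody against JMJD3. The cells were harvested 5 h after IR according to the paper and 6 h after IR according to the sample labels. There was 1 library for each of the 4 combinations of antibody and exposure, and nothing was pooled. The difference between untreated and irradiated cells therefore has no replicate check, and no test between conditions was made. The authors aligned the tags to the hg18 assembly of the human genome with Bowtie, keeping tags with a unique alignment, and called peaks in each library with MACS version 2 against sequencing reads from an IgG control. The sample labels list 1 IgG library, from untreated cells, and no IgG library from irradiated cells. The paper's text does not name the threshold of the peak detection. For the heat maps and profiles a constant read number was used in each sample, and the paper's text does not say whether this was also done for the peak detection. The deposited data used here are the 4 resulting lists of binding sites, which give the chromosome, start and end of each site. They carry no height, score or p-value and no read totals, so the sequencing depth of each library is unknown and a site is either listed or not. Sites were counted as overlapping when they shared at least 1 bp. Shares of sites are given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only and not the variation between cultures. The choices that changed the numbers most are the overlap rule, the width of the sites counted and, where an overlap is set beside random placement, how far from their own place the sites are put.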

IR generates DNA double-stranded breaks, which is a potent inducer of the DNA damage response. Following exposure to IR, p53 was upregulated and phosphorylated on serine 15 (Fig. 2a), which indicates efficient activation of p53 and release from MDM2. In addition, JMJD3 protein levels were also increased in response to IR (Fig. 2a), which is consistent with our previous results, in which we demonstrated upregulation of JMJD3 in response to UV-induced DNA damage [20]. We also confirmed here that JMJD3 is upregulated in response to UV damage (Fig S2a), and verify that the observed interaction between JMJD3 and p53 still occurs after exposure to either IR or UV damage (Fig S2b and c).

**Figure 2:**
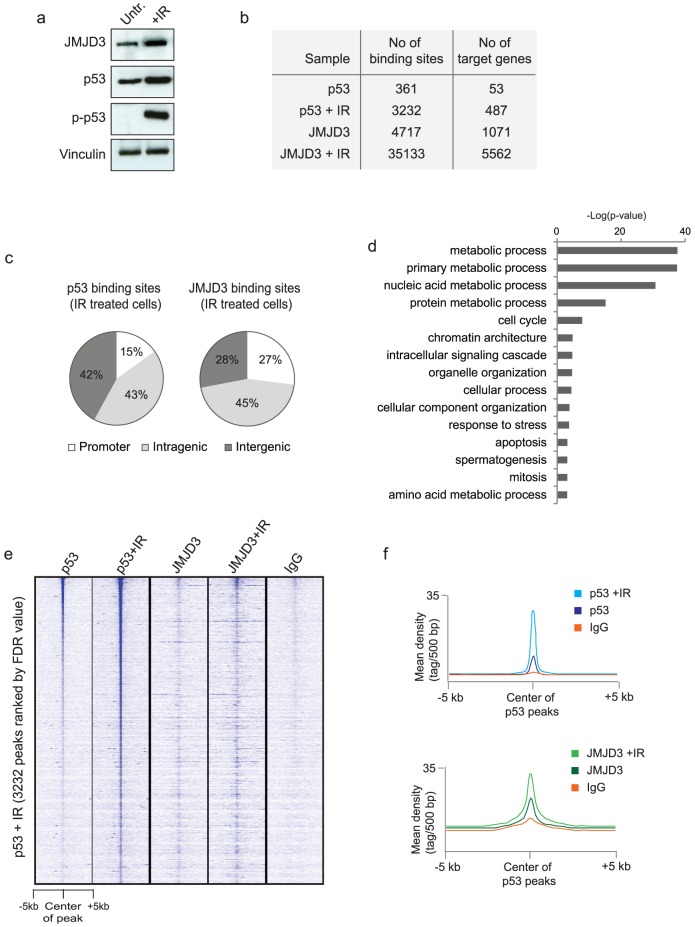
Genome-wide binding of JMJD3 and p53 before and after IR treatment. a, Western blot of JMJD3, p53, p-p53 (p53 serine 15 phosphorylation) and vinculin in human immortalized BJ fibroblasts either untreated or 6 hours after exposure to IR. **b**, The number of identified binding sites and target genes for p53 and JMJD3 (defined as binding of p53 or JMJD3 +/− 5 kb from TSS) in untreated or IR exposed cells. **c**, The distribution of identified p53 peaks (left panel) or JMJD3 peaks (right panel) in IR treated cells into promoter regions (+/−5 kb from TSS), intragenic regions or intergenic regions (> 5 kb from a gene). **d**, Gene Ontology analysis of JMJD3 target genes in IR treated BJ cells. **e**, Heat map of p53 and JMJD3 ChIP-seq data from untreated or radiated cell representing the 3232 identified p53 binding sites. The heat map is ranked according to the FDR-value of the p53 peaks. **f**, The average distribution of p53, JMJD3 and IgG across the centre of all p53 peaks before and after IR.

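In untreated cells 361 p53 binding sites were listed, covering 0.111 Mb of the genome, and in irradiated cells 3232 sites covering 1.05 Mb. The number of p53 sites was 8.95 times as high after IR (exact 95% interval 8.03 to 10.0), and the length covered was 9.46 times as high. For JMJD3, 4717 sites covering 1.69 Mb were listed in untreated cells and 35133 sites covering 8.30 Mb in irradiated cells. The number of JMJD3 sites was 7.45 times as high after IR (exact 95% interval 7.22 to 7.68). The length covered by JMJD3 rose less, to 4.92 times, because the mean width of a site after IR was 0.661 times that in untreated cells. Among sites of at least 187 bp, the median width of the list from irradiated cells, the JMJD3 ratio was 3.73. This minimum lowers the ratio by construction, since it leaves 17577 of the sites after IR and all sites of untreated cells, none of which is narrower than this. In every one of these comparisons more sites were listed after IR, in 1 library against 1.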

From the ChIP-seq experiments we found that both p53 and JMJD3 were bound to significantly more DNA sites following IR compared to untreated cells (Fig. 2b). Analysis of the ChIP-seq data by peak detection identified 3232 genomic sites bound by p53 in radiated BJ cells and 35133 JMJD3 binding sites (Fig. 2b), corresponding to 487 and 5562 unique genes targeted by p53 or JMJD3 (+/− 5 kb from TSS), respectively (Fig. 2b). 

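The JMJD3 sites of irradiated cells were narrower than those of the other lists. Their median width was 187 bp and their smallest width 125 bp, whereas no site of the other 3 lists was under 200 bp. Of the JMJD3 sites after IR, 15468 (44.0%) were at least 200 bp wide. The median width was 269 bp for JMJD3 in untreated cells, 295 bp for p53 in untreated cells and 288 bp for p53 after IR. The widest p53 site of irradiated cells lay on chromosome 6 from 36751759 to 36753312 (hg18) and was 1554 bp wide. It overlapped 2 p53 sites of untreated cells and 1 JMJD3 site of irradiated cells, but no JMJD3 site of untreated cells. The next widest p53 site, on chromosome 1 from 9164038 to 9165368, was listed for p53 and JMJD3 in both untreated and irradiated cells. The third, on chromosome 1 from 179370461 to 179371774, overlapped a p53 site of untreated cells and a JMJD3 site of irradiated cells, and no JMJD3 site of untreated cells. The assignment of sites to genes within 5 kb of a TSS needs a gene annotation of hg18 and was not analysed here, so sites are given by position.

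**Figure D1:**
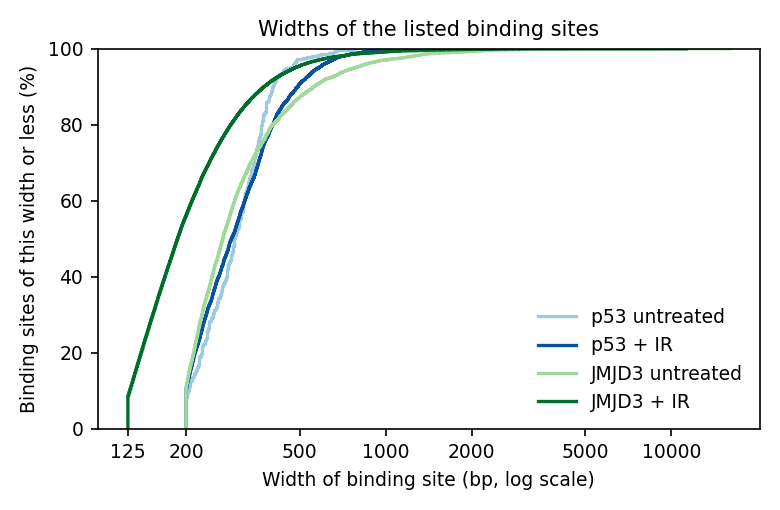
Widths of the binding sites in the 4 lists. The x axis gives the width in bp on a log scale and the y axis the percentage of sites of that width or less; each line is 1 list. The line for JMJD3 after IR starts at 125 bp and the other 3 start at 200 bp.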

Besides binding to promoters of its target genes, p53 often binds to response elements several kb upstream of genes or in exon/intron regions [32], [33]. In agreement with this, we found that only 15% of p53 binding sites were located in promoter regions of annotated genes (+/− 5 kb from TSS) (Fig. 2c). For JMJD3, we found that 27% of the binding sites were associated with a promoter (Fig. 2c). At these genes, JMJD3 displayed the strongest binding at the TSS, with some spreading of the signal into the gene body (Fig. S3a and S3b). Using available data on the distribution of H3K4me3 and H3K27me3 in BJ cells [34], [35], we found that JMJD3 targeted promoters were strongly associated with the activating H3K4me3 mark and depleted for H3K27me3 (Fig. S3a and S3c) corresponding to the reported enzymatic activity of JMJD3 and in agreement with previously reported genome-wide binding data of JMJD3 obtained in LPS-induced macrophages [19]. Gene ontology analysis of the identified JMJD3 target genes showed an enrichment of genes involved in a variety of basic cellular processes (Fig. 2d), including various metabolic pathways. However, interestingly, the analysis also identified a subset of JMJD3 target genes involved in regulation of cell cycle, response to stress and apoptosis. These are all well-known p53 regulated processes, and consistently, we found that these cellular processes were also enriched in the identified p53 target genes (Fig. S4). In order to systematically investigate if JMJD3 exhibits a DNA damage responsive recruitment to p53 binding sites, we generated a heat map representing the 3232 identified p53 binding sites (Fig. 2e). This analysis demonstrated an enrichment of p53 at these binding sites in response to IR (Fig. 2e and Fig. 2f, upper panel). 

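Of the 3232 p53 sites of irradiated cells, 343 (10.6%, exact 95% interval 9.57 to 11.7%) overlapped a p53 site of untreated cells, and 2889 were listed only after IR. In the other direction, 345 of the 361 p53 sites of untreated cells (95.6%, 92.9 to 97.4%) were listed again after IR. The p53 sites already listed in untreated cells were wider after IR, with a median of 541 bp against 272 bp for those listed only after IR. At the centres of the 3232 sites, 10.3% were covered by a p53 site of untreated cells, against a mean of 0.0185% at positions 2 to 5 kb away. Since the lists hold no heights, these values count sites and do not measure the signal shown in Fig. 2e and 2f. The share of p53 sites also listed in untreated cells moved most when only the wider 50% of the p53 sites were counted, to 21.1%.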

Interestingly, we also detected an overall recruitment of JMJD3 to these target sites in response to IR (Fig. 2e and Fig. 2f, lower panel).

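In untreated cells 85 of the 3232 p53 sites overlapped a JMJD3 site (2.63%, exact 95% interval 2.11 to 3.24%). After IR 686 of the same p53 sites did (21.2%, 19.8 to 22.7%), which is 8.07 times as many. The whole list of JMJD3 sites was 7.45 times as long after IR (7.22 to 7.68). The rise at p53 sites was thus close to that of the list, and does not by itself show recruitment specific to p53 sites. The remaining 2546 p53 sites overlapped no JMJD3 site after IR. Only 3 p53 sites overlapped a JMJD3 site in untreated cells and none after IR. A JMJD3 site covered 15.1% of the centres of the p53 sites after IR, against a mean of 0.796% of positions 2 to 5 kb from the centres. The values in untreated cells were 2.17% at the centres and 0.135% at 2 to 5 kb. When JMJD3 sites under 200 bp were left out, a choice made after the data were seen, the share after IR was 12.1%. From the signal at these p53 sites before and after IR, the paper concludes that JMJD3 is recruited overall to p53 binding sites in response to DNA damage.

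**Figure D2:**
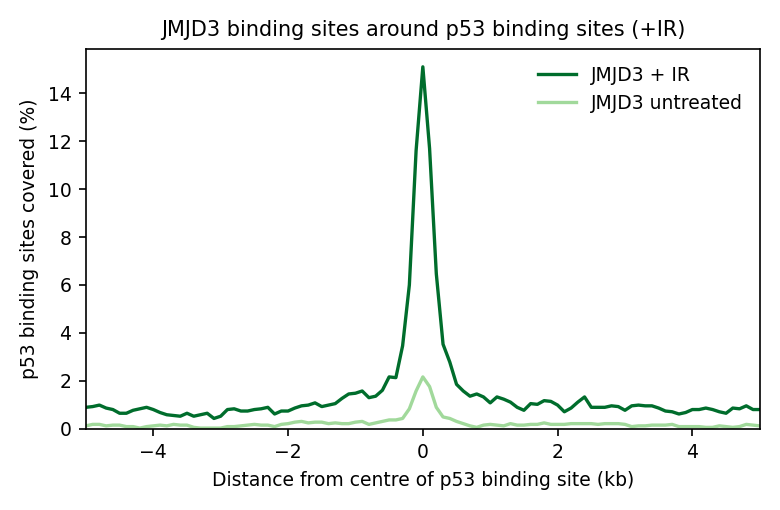
JMJD3 binding sites around the 3232 p53 binding sites of irradiated cells. The x axis gives the distance from the centre of the p53 site in kb and the y axis the percentage of p53 sites covered by a JMJD3 site at that distance; the dark line is JMJD3 after IR and the light line JMJD3 in untreated cells, 1 library each. Both lines peak at the centre, at 15.1% and 2.17%.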

Taken together, the genome-wide data on p53 and JMJD3 binding demonstrate that both proteins are upregulated and recruited to DNA sites in response to DNA damage. 

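Of the 4717 JMJD3 sites listed in untreated cells, 4095 (86.8%, exact 95% interval 85.8 to 87.8%) overlapped a JMJD3 site of irradiated cells. Most JMJD3 sites of irradiated cells had no counterpart before IR, since 4178 of 35133 (11.9%, 11.6 to 12.2%) overlapped a JMJD3 site of untreated cells.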

Although JMJD3 is bound to more genomic sites than p53, we find that a subset of JMJD3 target genes is involved in the regulation of cell cycle and apoptosis. In agreement with this, we observe an overall recruitment of JMJD3 to p53 binding sites in response to DNA damage.

### JMJD3 and p53 co-localize at promoters and distal regulatory elements

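Of the 35133 JMJD3 sites of irradiated cells, 710 (2.02%, exact 95% interval 1.88 to 2.17%) overlapped 1 of the p53 sites of irradiated cells. The same p53 sites were overlapped by 87 of the 4717 JMJD3 sites of untreated cells (1.84%, 1.48 to 2.27%). The intervals of these shares overlap. When only JMJD3 sites of at least 200 bp were counted, a choice made after the data were seen, the share after IR was 399 of 15468 (2.58%, 2.34 to 2.84%), above the interval of the share in untreated cells, where all sites are at least that wide. In each of the 6 other alternatives tried the intervals before and after IR overlapped, as with sites merged within 1 kb (2.54%, 2.36 to 2.74%, against 2.27%, 1.82 to 2.81%).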

After detecting that a fraction of JMJD3 is associated with p53 binding sites, we focused on p53 binding sites that were located in gene promoter regions. By overlaying the identified JMJD3 and p53 promoter-bound genes, we detected a significant overlap of target genes in irradiated BJ cells (Fig. 3a). In this analysis, 263 p53 target genes were co-bound by JMJD3, which gives a highly significant overlap between JMJD3 and p53 target genes (p<10^−8^). These included most of the best-characterised p53 target genes involved in cell cycle regulation (e.g. *CDKN1A (p21), CCNG1*), DNA repair (e.g. *GADD45A*, *DDB2*) apoptosis (*e.g. BBC3 (PUMA), TNFRSF10B, TP53INP1*) and p53 regulation (*e.g. MDM2*) (Fig. 3a). We verified that p53 and JMJD3 are co-recruited to promoters of several target genes, illustrated by ChIP-seq binding profiles (Fig. 3b) and independent ChIP-qPCR validations (Fig. 3c). Furthermore, we found that H3K4me3 is enriched and H3K27me3 is depleted on JMJD3 and p53 targeted promoters (Fig. S5). Whereas we observed a slight increase of H3K4me3 levels in response to IR, we did not detect a corresponding decrease in the levels of H3K27 methylation (Fig. S5). This is consistent with the observation that both JMJD3 and p53 appear to be bound (although at lower levels) to several of their common target genes in the absence of DNA damage (Fig. 2e and f).

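Among the 686 p53 sites that overlapped a JMJD3 site after IR, 112 (16.3%) overlapped a p53 site of untreated cells and 82 (12.0%) a JMJD3 site of untreated cells. Both proteins were listed before IR at 3 of these sites, and neither at 495 (72.2%). Counted over the p53 sites of untreated cells, 3 of 361 (0.831%, exact 95% interval 0.172 to 2.41%) overlapped a JMJD3 site of untreated cells, and 103 (28.5%, 23.9 to 33.5%) a JMJD3 site of irradiated cells. Random placement of these 361 sites on the same chromosomes gave a mean of 0.387 overlaps with JMJD3 sites of untreated cells, so the observed 3 was 7.76 times the mean. Of 10000 placements 62 gave 3 or more. The count is small and moved with the overlap rule. It was 1 when 50% of the width had to be covered, 1 when the centre of the p53 site had to lie inside the JMJD3 site, 1 among the wider 50% of the p53 sites, and 6 when sites within 1 kb were taken as overlapping. The 3 sites, named here after their values were seen, lie on chromosome 1 from 9164536 to 9165166, on chromosome 4 from 140384091 to 140384353 and on chromosome 14 from 50931813 to 50932040 (hg18). These numbers cover all sites, as promoters were not separated from other sites. A protein bound at a level under the threshold of the peak detection is not listed, so a site without a listed peak is not shown to be unbound.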

**Figure 3:**
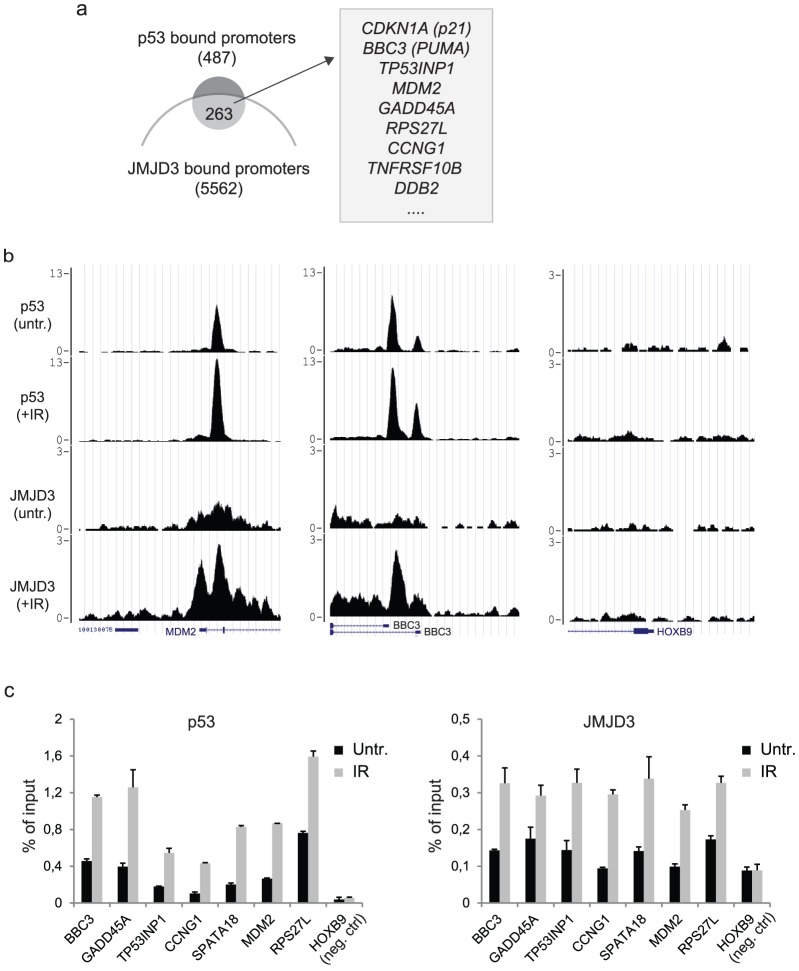
IR responsive recruitment of JMJD3 and p53 to promoter regions. a, Venn diagram demonstrating significant (p<10^−8^) overlap between JMJD3 and p53 target genes in the IR treated BJ cells. At least 263 genes were found to be bound by both JMJD3 and p53 in the promoter regions, which included several well-known p53 target genes such as *CDKN1A, BBC3, TP53INP1, MDM2, GADD45A, RPS27L, CCNG1*, *TNFRSF10B,* and *DDB2.* **b**, Examples of p53 (before and after IR treatment) and JMJD3 (before and after IR treatment) ChIP-seq tracks at *BBC3*, *MDM2, TP53INP1*, *RPS27L* and *HOXB9* (negative control). y-axis of binding profiles denotes number of sequence tag reads. **c**, The corresponding p53 and JMJD3 ChIP-qPCR validations at the TSS of the genes listed above.

In addition to binding promoter regions of target genes, we found that the majority of p53 binding sites are distributed in inter- and intragenic regions (Fig 2c), indicating that p53 largely localizes at distal enhancer elements in response to IR. Enhancers are regulatory DNA elements often located far away from the genes they act upon. They are characterized by binding of multiple transcription factors that subsequently recruit co-activator proteins such as the histone acetyltransferase p300 [36]. Moreover, the presence of transcription factors at enhancers is associated with low occupancy of nucleosomes and they are therefore sensitive to DNase treatment [37], [38]. Genome-wide studies have also demonstrated that enhancers can be annotated based on the existence of specific histone modifications. Whereas enhancers are generally depleted for H3K4me3, they are instead associated with H3K4me1 [39]. Moreover active enhancers are characterized by high levels of H3K27ac, whereas inactive (transcriptionally poised) enhancers have increased levels of H3K27me3 [40]–[42].

To investigate the genomic co-localization of JMJD3 and p53 at distal p53 binding elements, we divided all p53 binding sites into promoter-associated sites (< 5 kb from a TSS) or distal p53 binding sites (> 5 kb from a TSS) (Fig. 4a). As shown in Figure 4a, Jmjd3 is enriched at p53-bound distal elements (Fig. 4a). In fact, 526 distal DNA elements were significantly enriched by both p53 and JMJD3. By including genome-wide data on DNase I hypersensitivity and H3K4me3 from BJ cells [34], [35], [43] we observed that while p53 bound promoters were both DNase I hypersensitive and associated with H3K4me3, the p53 bound distal elements were largely depleted from H3K4me3 but still DNase I hypersensitive (Fig. 4a). Thus, we found that 86% of the distal DNA elements, which were co-bound by JMJD3 and p53, overlap with a DNase I hypersensitive site. On the other hand, only 4% are positive for H3K4me3 (Fig. 4b), indicating that these sites are likely to represent regulatory enhancer elements. Furthermore, we validated by ChIP-qPCR that p53 and JMJD3 display an IR responsive recruitment to several putative enhancer elements (Fig.4c and d and Fig. S6a and S6b). We confirmed that these sites possess features of active enhancers; they are DNase I positive (Fig. 4c), show binding of p300 and have enrichment of H3K4me1 and H3K27ac but not H3K4me3 and H3K27me3 (Fig. 4d). We also observed that exposure to IR correlated with an increased binding of p300 and subsequently acetylation of H3K27, which is in agreement with data demonstrating that p53 interacts with p300 [44].

**Figure 4:**
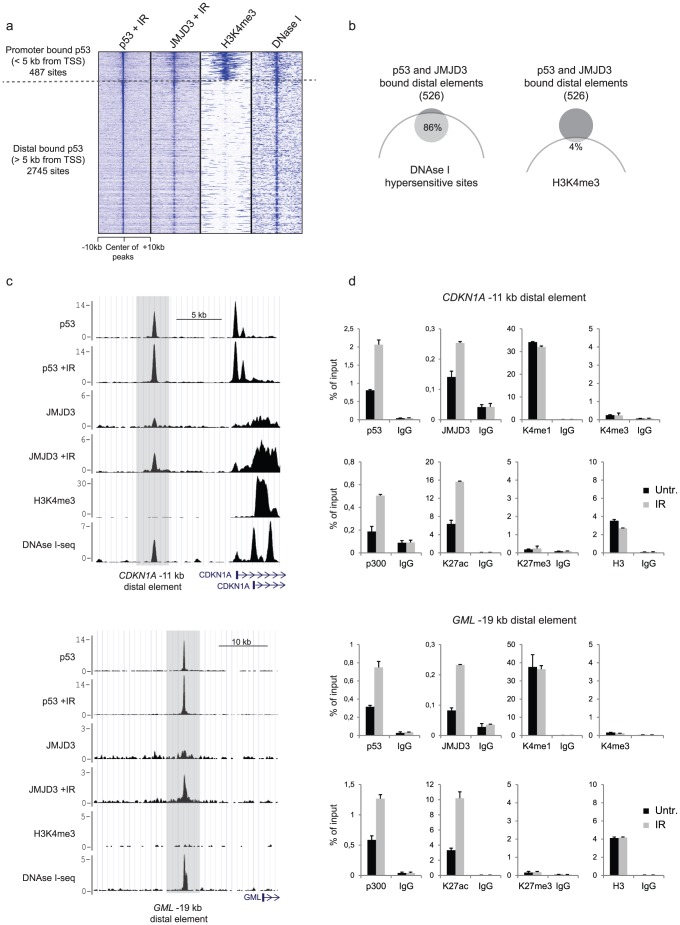
IR responsive recruitment of JMJD3 and p53 to distal enhancer elements. a, Heat map representing p53 binding sites divided into promoter associated (< 5 kb from a TSS, 487 peaks) or distal binding sites (> 5 kb from a TSS, 2745 peaks). **b**, Venn diagrams illustrating the overlap between p53 and JMJD3 co-bound distal elements and DNase I hypersensitive sites (left panel) or H3K4me3 positive regions (right panel). **c**, Examples of p53 (before and after IR treatment) and JMJD3 (before and after IR treatment), H3K4me3 and DNase I-seq [34], [35], [43] tracks at two putative enhancer elements located 11 kb upstream of *CDKN1A* (upper panel) or 19 kb upstream of *GML* (lower panel). **d**, Corresponding ChIP-qPCR validations of the binding of p53, JMJD3 and p300 as well as the levels of histone modifications H3K4me1, H3K4me3, H3K27ac and H3K27me3 at the two distal binding sites listed above.

In summary, these results demonstrate that JMJD3 co-localizes with p53 at promoters, as well as distal enhancer elements, and confirms that the binding of p53 and JMJD3 to these sites increases after exposure to IR.

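The overlap between both proteins after IR was set beside random placements, in which each p53 site of irradiated cells kept its width and was moved within its chromosome. Over 10000 placements a mean of 22.2 p53 sites overlapped a JMJD3 site of irradiated cells and at most 45, so that the observed 686 was 30.9 times the mean. With each p53 site moved by only 10 to 100 kb, the mean was 44.0 and the largest number 71, a ratio of 15.6. For the JMJD3 sites of untreated cells the observed 85 was 22.7 times the mean of 3.74 for placement within the chromosome, and no placement gave more than 13. These numbers describe the deposited lists, since sites are not replicates. The centres of the p53 site and the overlapping JMJD3 site were a median of 69 bp apart, and 89.4% of the pairs lay within 200 bp. Only overlapping pairs enter here and most sites are narrow, so short distances follow largely from the overlap rule. They are not separate evidence of co-localization. The widest JMJD3 site of irradiated cells at a p53 site lay on chromosome 6 from 36757693 to 36760733 (hg18), was 3041 bp wide and had no JMJD3 or p53 site of untreated cells. The next, on chromosome 7 from 5531126 to 5533409, overlapped 1 JMJD3 site of untreated cells and no p53 site of untreated cells. The third, on chromosome 2 from 192268243 to 192269553, overlapped 2 JMJD3 sites of untreated cells and no p53 site of untreated cells. Promoter and distal sites were not separated here.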

### JMJD3 recruitment to p53 binding sites is dependent on p53

Although JMJD3 associates with chromatin it does not contain a known DNA binding domain. Therefore, it is assumed that JMJD3 depends on other proteins for the specific recruitment to genomic target sites. p53, on the other hand, contains a DNA binding domain that specifically recognizes a DNA element known as the p53 response element. Since we found an increase of JMJD3 binding to p53 genomic binding sites in response to DNA damage, we investigated if p53 is involved in the recruitment of JMJD3 to a subset of its binding sites. Therefore, we knocked down p53 in BJ cells using short hairpin RNA (shRNA) targeting p53 (Fig. 5a). Both control and p53 knockdown cells were exposed to IR, and harvested for ChIP assays five hours later. As expected, we observed significantly lower binding of p53 at targeted promoters (Fig. 5b) and distal enhancer elements (Fig. 5c) in the p53 depleted BJ cells compared to control cells. However, we also observed decreased JMJD3 binding to these sites in the p53 knockdown cells, demonstrating that p53 is required for efficient binding of JMJD3 to both promoter regions and distal enhancer elements. Importantly, we found that JMJD3 enrichment at target genes that were not bound by p53, were unaffected by depletion of p53 (Fig. 5d), indicating that p53 depletion does not affect the overall chromatin binding ability of JMJD3, but is involved in the direct tethering of JMJD3 to sites where the two proteins co-localise.

**Figure 5:**
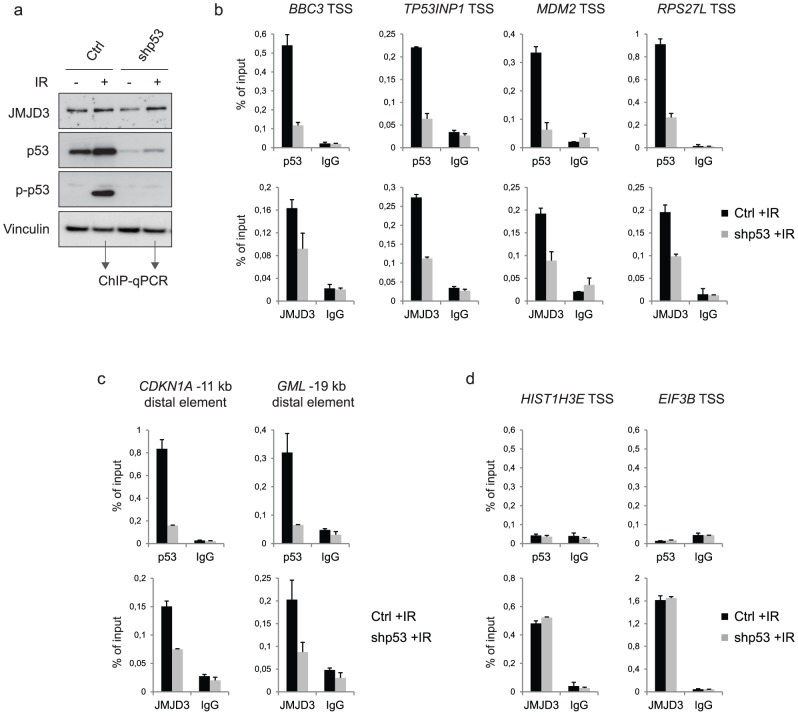
JMJD3 binding to p53 binding sites is dependent on p53. a, Western blot of control (ctrl) or p53 knockdown (shp53) cells. The cells were exposed to IR and harvested for ChIP-qPCR assays after five hours. **b and c**, ChIP-qPCR data demonstrating the binding of p53 and JMJD3 to the promoters of p53 target genes *BBC3*, *TP53INP1, MDM2,* and *RPS27L* (b) or to the *CDKN1A* -11 kb and *GML* -19 kb distal elements (c) in control or p53 knockdown cells. **d**, ChIP-qPCR data demonstrating the binding of p53 and JMJD3 to *HIST1H3E* and *EIF3B*, which are not p53 target genes.

### Potential function JMJD3 binding to p53 target sites

To understand a potential functional role of the observed recruitment of JMJD3 to p53 genomic targets, we tested different potential regulatory mechanisms of JMJD3. One possibility is that JMJD3 contributes to the regulation of p53 methylation, as previously suggested using an antibody raised to methylated lysine [29], but not confirmed in an independent study [28]. The C-terminal part of p53 is methylated at lysine residues K370, K372, and K382 [45]–[47] and was demonstrated to be demethylated by the histone lysine demethylase LSD1 at K370me2 [48]. To test if JMJD3 can demethylate p53 on any of these sites, we purified recombinant catalytically active JMJD3 (JMJD3s, amino acids 1027–1685) (Fig. S7a and S7b) [11]. Next we incubated recombinant JMJD3s with H3K27me3 synthetic peptide (amino acids 20–34) or p53 peptides (amino acids 367–388) with the following modifications: unmodified, K370me2, K372me1, K372me2, K372me3, K373me2, K381me1, K381me2, K381me3, K382me1, K382me2, K382me3 or K386me2, and analyzed the samples by MALDI-TOF mass spectrometry. Whereas, JMJD3 efficiently catalysed demethylation of the H3K27me3 peptide (Fig. S8a), no detectable activity was observed with any of the tested p53 peptides (Fig. S8b). These results disfavour a role for JMJD3 in the regulation of p53 C-terminal methylation, however, we cannot rule out that JMJD3 is involved in regulating p53 methylation at other lysine residues than the tested ones, or that additional co-factors are required for an efficient enzymatic removal of methylation.

As previously mentioned, we were unable to detect a decrease in H3K27me3 levels after recruitment of JMJD3 to p53 target sites (Fig. S5). Also, when estimating the overall levels of H3K27me3 at p53 targeted promoters and enhancers, we found that these were generally depleted of H3K27me3 (Fig. S9). These data indicate that JMJD3 is not involved in demethylating high levels of H3K27me3 at p53 binding sites. Moreover, we also tested if depleting JMJD3 in the BJ cells had an effect on the transcription of p53 target genes. However, a 50–70% knockdown of JMJD3 (mRNA and protein levels, respectively) (Fig. S10a and S10b) did not cause any detectable changes of the expression of selected p53 target genes after DNA damage (Fig. S10c). Furthermore, JMJD3 knockdown did not affect the protein levels of p53 (Fig S2a and S10a). Taken together, these data suggest that JMJD3, under these conditions, is not a major regulator of p53 transcriptional activation of target genes or p53 protein stability.

Based on our data, we propose a model where JMJD3 is recruited to p53 bound promoters and distal enhancer elements via an interaction with the p53 tetramer, which simultaneously recruits the histone acetyltransferase p300 (Fig. 6). We speculate that JMJD3 could serve as a fail-safe mechanism to remove low levels of slowly accumulating H3K27me3 or H3K27me2. However, we cannot rule out that that JMJD3 could have histone demethylase independent roles such as in the recruitment of other effector proteins or in the demethylation of non-histone targets (Fig. 6).

**Figure 6:**
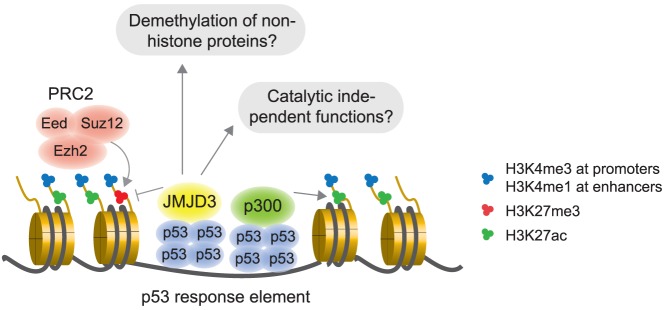
Model of the potential roles of JMJD3 in regulating p53 target genes. JMJD3 is recruited to p53 bound promoters and distal enhancer elements via an interaction with the p53 tetramer, which simultaneously recruits the histone acetyltransferase p300. JMJD3 could be involved in adjusting p53 transcriptional regulation by demethylating H3K27me3/me2, demethylating other non-histone proteins, or by having catalytically independent functions. See text for further details.

## Discussion

The expression of the H3K27me3/me2 demethylase JMJD3 is increased in response to different stimuli such as differentiation inducers and stress signals. It has been linked to the regulation of numerous biological processes including embryonic stem cell differentiation, inflammatory response in macrophages and regulation of the *INK4A-ARF* locus during stress. With its tissue specific and highly inducible expression, JMJD3 appears to function in well-defined and restricted cellular processes, which is unlike UTX that is ubiquitously expressed and suggested to function as a “housekeeping” demethylase. However, little is known about the direct function of JMJD3 in transcriptional regulation. Here we show that JMJD3 interacts with the tumour suppressor protein p53, and that JMJD3 localises to p53 bound promoters and enhancers in a p53-dependent manner.

By purifying JMJD3 and UTX associated proteins, we identified p53 as an interaction partner of JMJD3, which is consistent with recent studies [27]–[29]. For UTX, on the other hand, we did not observe an interaction with p53, but instead purified several members of the MLL3/4 complex. This is in agreement with previously reported data [15], [30], [31]. We did not find significant enrichment of MLL proteins in the JMJD3 complex purification, indicating that UTX and JMJD3 associate with distinct protein complexes.

We further characterised the interaction between JMJD3 and p53 by cloning different p53 deletion mutants. We found that the tetramerization domain of p53 is required for the interaction between p53 and JMJD3. Moreover, we performed genome-wide mapping of JMJD3 and p53 by ChIP-seq in telomerase immortalized BJ fibroblasts after exposure to IR, which induces DNA damage and p53 activation. Here we found that JMJD3 associates with genes involved in basic cellular processes, but also genes involved in cell cycle regulation, stress responses and apoptosis. In agreement with this, we observed a significant overlap of JMJD3 and p53 target genes, which included several well-characterised p53 responsive genes. In addition, we found that JMJD3 co-localizes with p53 at its distal binding sites, which are likely to represent enhancer elements. We found that JMJD3 is upregulated in response to DNA damage and that the binding of JMJD3 to both p53 targeted promoters and enhancers increases after IR treatment. Furthermore, we were able to demonstrate that the binding of JMJD3 to p53 binding sites is dependent on p53, and thereby we provide a potential recruitment mechanism for JMJD3 to a subset of its target genes.

We also tested if JMJD3 could be involved in demethylating p53. p53 is methylated at C-terminal lysine residues: K370, K372 and K382. Interestingly, the enzymes responsible for p53 methylation, SET9 [45], SMYD2 [46] and SET8 [47], are enzymes that also target histone tails. In line with this, the histone lysine demethylase LSD1 was reported to demethylate p53 K370me2 [48]. We therefore tested the ability of JMJD3 to demethylate p53 C-terminal peptides that were mono-, di- or tri-methylated at several lysine residues. However, whereas we found a clear demethylation of H3K27me3 peptide, we did not detect demethylation of any of the tested p53 peptides. These data suggest that JMJD3 is not involved in demethylating the C-terminal part p53. However, there could still be undiscovered methylation sites in the p53 protein that are targeted by JMJD3 demethylase activity. Alternatively, JMJD3 could be involved in demethylating other non-histone proteins localised at p53 target genes.

Based on our observations, we propose a model where JMJD3 binds to p53 responsive elements via its association with the p53 tetramer. We did not find a correlating decrease in H3K27me3 after the increased binding of JMJD3 to p53 target genes. This is consistent with data reported by De Santa et al., who investigated the recruitment of JMJD3 to target genes in inflammatory stimulated macrophages and did not find any correlation between JMJD3 recruitment and changes in H3K27me3 levels [19]. Furthermore, JMJD3 has been shown to have demethylase independent roles in chromatin remodelling [49] and in its negative regulation of reprogramming of somatic cells into induced pluripotent stem cells [50]. Taken together, these results suggest a demethylase independent role of JMJD3 similar to what has been described for other demethylases, including UTX [51], [52].

In a recent study in which the role of p53 during differentiation and DNA damage of human embryonic stem cells is investigated[27], the authors found genes associated with p53 during differentiation to show a corresponding decrease in H3K27me3 levels. These results suggest that, p53 target genes, under certain circumstances, could be regulated by H3K27me3. Moreover, these observations could give mechanistically insight to the observed interaction between p53 and JMJD3. The lack of H3K27me3 demethylation after recruitment of JMJD3 to p53 target genes in our study could be explained by the fact that we often observe that both p53 and JMJD3 are bound to their target genes even before DNA damage. Therefore, we speculate that JMJD3 could acts as a fail-safe mechanism to maintain the levels of H3K27me3 low and permissible for H3K27ac by p300 at p53 response elements, rather than contributing to the direct activation of target genes. This mechanism could be especially important at enhancer regions, which has been suggested to be regulated by the switch between H3K27 methylation and acetylation. Interestingly, a few reports have linked JMJD3 to the regulation of enhancer activity. For example, JMJD3 was suggested to regulate H3K27me3 levels at an enhancer element driving the expression of the *BCL2* gene in breast cancer cells [53]. Another study demonstrated the requirement of JMJD3 recruitment to an enhancer element regulating α-globin expression, in order to mediate PRC2 eviction and loss of H3K27me3 [54].

Within the last decade, the regulatory functions of p53 have expanded from cell cycle arrest and apoptosis to also include metabolism, aging, embryo implantation and quiescence of stem cells [55], [56]. It is therefore likely that the importance of JMJD3 in p53 transcriptional regulation would be more pronounced when investigating other p53 regulated pathways than the IR induced DNA damage response, as was the case in our study. Indeed, understanding the molecular mechanisms involved in p53 mediated transcriptional regulation is of great interest in order to gain insight into the important tumour suppressive functions of p53, as well as its expanding roles in metabolism, cellular homeostasis and differentiation. Hopefully, future studies will help unravel the exact role of JMJD3 in the complex network of p53 transcriptional signalling.

## Materials and Methods

### Cell culture and DNA damage

A telomerase-immortalized version of the human diploid BJ fibroblast cell line (ATCC number CRL-4001), HEK293 cells [57], and Phoenix cells [58] were cultured in D-MEM (Gibco) supplemented with 10% FBS (Hyclone), penicillin and streptomycin. Recombinant lentiviruses encoding p53 shRNA [59] were produced by standard methods employing transfection of pRetroSuper shRNA in Phoenix-ampho cells. shRNA-transduced BJ cells were selected 36 h post transduction with 2 µg per ml of puromycin for 72 h. To generate DNA damage, BJ cells were exposed to 10 Gy of ionizing radiation delivered by X-ray generators (Faxitron CP160, 160 kV, 6.3mA and Faxitron RX650, 130 kV, 3 mA).

### Cloning Procedures

JMJD3 and UTX were cloned as previously described [11]. Wt p53 and p53 deletion mutants were PCR-amplified from human p53 clone [60] and introduced into the Gateway Entry vector pCR8/GW/TOPO (Invitrogen) following the manufacturer's protocol. The different constructs were subcloned in the desired vectors by Gateway technology (Invitrogen).

### Purification of JMJD3 and UTX complexes

In order to isolate JMJD3 and UTX-containing complexes, two-step affinity purification was performed followed by mass spectrometry analysis. HEK293 cells stably expressing doxycycline (DOX)-inducible amino-terminally Flag and HA-tagged JMJD3 or UTX were generated using the HEK293 Flp-In TREx cells as described by the manufacturer (Invitrogen). Nuclear extracts (250–500 mg, 3×10^9^ cells) from the HEK293 cell lines were precleared and incubated with a 700 µl packed volume of anti-Flag-beads (Anti-Flag M2-agarose, Sigma) overnight at 4 °C with rotation. The beads were collected by centrifugation at 700 × g for 5 min and washed 6 times with 40 × resin bed volume of buffer A (20mM Tris-HCl, pH 8.0, 300 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 10% glycerol, 0.2 mM PMSF, 1 mM DTT, 1 µg/ml aprotinin and 1 µg/ml leupeptin). The beads were transferred into a 10 ml poly-prep chromatography column (Bio-Rad) and complexes were then eluted five times after 10 min of incubation using one resin bed volume of buffer A supplemented with 0.5 µg/μl Flag peptide. The eluate was subjected to a second round of purification using an antibody against the HA-tag. The Flag-IP elute was incubated with 200 µl of a 50% slurry of HA-beads overnight. The beads were washed four times with buffer A and eluted with 100 µl buffer A supplemented with 1 µg/μl HA peptide for two hours. Small aliquots of the eluted proteins were run on SDS-PAGE gels and subjected to silver staining using the SilverQuest kit (Invitrogen) according to manufacturer's instructions. The rest of the samples were boiled in SDS loading buffer and run shortly into a SDS-PAGE gel in order to remove the Flag and HA peptide and other contaminations. A gel slice containing the purified proteins was isolated for mass spectrometry analysis.

### Antibodies

The JMJD3 antibody was generated in rabbits, using affinity-purified GST-JMJD3 (amino acids 798–1095) as described in [20]. Other antibodies used included p53 (DO-1), p-p53 (Cell Signaling, #9284), p300 (Santa Cruz, Sc-585) H3 (Abcam, Ab1791), H3K4me1 (Abcam, Ab8895), H3K4me3 (Cell Signaling, #9751), H3K27ac (Milipore, 07-360), H3K27me3 (Cell Signaling, #9733) and Vinculin (Sigma-Aldrich, V9131).

### Co-immunoprecipitation experiments and WB analysis

Co-mmunoprecipitation experiments were performed using 1 mg of cell extracts in E1A buffer (50 mM Hepes buffer pH 7.5, 250 mM NaCl, 0, 5 mM EDTA, 0.1% TritonX100, Leupeptin, Aprotinin and 1 mM PMSF) as described earlier [61] using the indicated antibodies. Protein extracts for western blot of p53 and JMJD3 were made using RIPA buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS, Leupeptin, Aprotinin and 1 mM PMSF) and sonication. Immunoblotting was performed according to standard protocols.

### ChIP and ChIP-seq

ChIP-seq experiments were performed as previously described [61]. ChIP-seq data are available at the Gene Expression Omnibus (GEO) (accession number GSE55912).Tags were aligned to the human genome (hg18 assembly) using Bowtie version 0.12.7 [62] with default parameters except “-S -m 1”. Peak detection for JMJD3 and p53 datasets was performed in MACS version 2 [63], using sequencing reads from an IgG control experiment as negative control. When generating bigwig files we allowed only one read per chromosomal position thus eliminating potential spurious spikes. Each remaining read was extended from its 5′-end to a total length of 250 bases. Each bigwig file was also scaled to TPM (Tags Per Million) based on the number of unique read positions. Heat map and binding profiles across genomic regions were generated using the SeqMiner program [64], where a constant read number between samples was employed for comparison. Gene Ontology classifications were performed using the Panther program [65]. Primers for ChIP-qPCR analyses were designed using the Primer3 software and real-time quantitative PCR was performed on a Roche LightCycler 480 II detection system using SYBR Green qPCR Master Mix (Fermentas).

### Purification of recombinant JMJD3

Recombinant JMJD3 was generated by co-transfection of baculovirus transfer-vector containing a Flag-tagged fragment of human JMJD3 (JMJD3s, amino acids 1027-1685) and Bsu36I linearized Bakpak6 baculovirus DNA. Insect cells were incubated at 28°C and harvested 40–44 h post infection, washed twice in PBS, resuspended in 30 ml of lysis buffer (25 mM HEPES-NaOH pH 7.5, 300 mM NaCl, 1.5 mM MgCl2, 10% Glycerol, 0.2% TritonX100, Leupeptin, Aproteinin), sonicated and cleared by centrifugation at 20,000 g for 30 min. After filtrating the lysate through a 0.45 µM filter, it was loaded onto a 10 ml poly-prep chromatography column (Bio-Rad) packed with 0.5 ml packed volume of Flag-beads. The column was washed with 2×10 ml of lysis buffer and eluted in buffer supplemented with 0.5 µg/μl Flag peptide. The eluted fractions were analysed by SDS-PAGE, flash frozen in liquid N_2_ and stored at −80°C.

### Demethylation assay

Demethylation assays were performed on calf thymus histones (Sigma Aldrich) or synthetic peptides H3K27me3 (amino acids 20-34: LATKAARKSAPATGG) or p53 (amino acids 367–388: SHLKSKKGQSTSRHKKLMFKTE) with the following modifications: unmodified, K370me2, K372me1, K372me2, K372me3, K373me2, K381me1, K381me2, K381me3, K382me1, K382me2, K382me3 or K386me2. 15 µg of histones or 4 µg of peptides were incubated with purified Flag-JMJD3s for 60 min at 37°C in demethylation buffer (25 mM Tris pH8, 1.5 mM MagCl_2_, 50 mM NaCl, 1 mM α-Ketoglutaric acid, 2 mM Ascorbic acid, 40 µM FeSO_4_) in a final volume of 100 µl. For analysis of histones increasing amount of recombinant Flag-JMJD3s (0–30 µg) were used and reaction mixtures were analysed by western blotting using specific antibodies against H3K27me2, H3K27me3, or H3K4me3. For peptide analysis 30 µg of recombinant Flag-JMJD3s were added. After incubation in demethylation buffer the peptide samples were added 1/10 volume 1% TFA, and desalted on a μC18 ZipTips (Millipore) following the suppliers instructions. Peptides were eluted in a saturated solution of α-cyano-4-hydroxycinnamic acid in 65% acetonitrile, in Milli-Q water containing 0.1% TFA. 1 µl was spotted onto the target and air-dried for 15 min at rt. The MALDI-TOF MS was carried out on an Ultraflex TOF/TOF (Bruker) operated in positive ion mode with an ion source voltage of 25 kV, a lens voltage of 7.5 kV and a reflector voltage of 26.3 kV. The system was run in deflection mode with a mass suppression of 500 Da. The data analysis was carried out using the FlexAnalysis software (Bruker). Baseline subtraction and smoothing of the curves were applied.

## Supporting Information

Figure S1 **Purification of Flag-HA-JMJD3 and Flag-HA-UTX complexes**. a, Silver-stained SDS-PAGE of Flag- and Flag-HA-purified complexes from HEK293 cells stably expressing Flag-HA-JMJD3 or Flag-HA-UTX. The arrows indicate the position of Flag-HA-JMJD3 or Flag-HA-UTX. **b**, The number of peptides identified by mass spectrometry for JMJD3, UTX, MLL4, MLL3, RBBP5, WDR5, ASH2L, PTIP, DPY-30 and p53 in the Flag-HA tandem purifications.
(EPS) Click here for additional data file.

Figure S2 **JMJD3 is upregulated and interacts with p53 after UV damage.** a, Western blot of JMJD3, p53, and vinculin in human immortalized BJ fibroblasts either untreated or 6, 12 or 24 hours after exposure to UV. b, Co-immunoprecipitation of endogenous JMJD3 and p53 was performed in Phoenix cells by immunoprecipitating with HA (negative control) or JMJD3 antibody before or after 5 h of IR (10 Gy). c, Co-immunoprecipitation of endogenous JMJD3 and p53 performed in Phoenix cells by immunoprecipitating with HA (negative control) or p53 antibody before or after 5 h of UV (50 J/m^2^).
(EPS) Click here for additional data file.

Figure S3 **Characterization of JMJD3 target genes.** a, Heat map of JMJD3 (before and after IR treatment), H3K4me3 and H3K27me3 [34], [35] at all identified JMJD3 target genes in IR treated BJ cells. **b**, Average binding profile of JMJD3 across the TSS of its target genes. **c**, Average distribution of H3K4me3 and H3K27me3 at JMJD3 target genes.
(EPS) Click here for additional data file.

Figure S4 **Gene Ontology analysis of identified p53 target genes.** Gene Ontology analysis of the p53 target genes identified in the IR treated BJ cells (defined as genes bound by p53 +/- 5 kb from TSS).
(EPS) Click here for additional data file.

Figure S5 **Investigation of histone modifications at p53 bound promoters.** ChIP-qPCR assays estimating the levels of H3, H3K4me3, and H3K27me3 at p53 target genes *BBC3*, *RPS27L, CDKN1A, CCNG1, MDM2, SPATA18, TP53INP1,* and the repressed *HOXB9* gene that is not bound by p53 or JMJD3.
(EPS) Click here for additional data file.

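The element on chromosome 4 from 153399193 to 153401046 (hg18), 1854 bp long, held 1 p53 site in untreated cells, from 153399495 to 153399957. After IR it held 2 p53 sites, from 153399438 to 153400413 and from 153400483 to 153400771. No JMJD3 site was listed in the element in untreated cells, and the nearest JMJD3 site was 973 kb away. After IR 2 JMJD3 sites were listed, from 153399473 to 153399898 and from 153400569 to 153400830, each overlapping a different p53 site of irradiated cells. The p53 site listed in untreated cells was 463 bp wide, and the site overlapping it after IR was 976 bp wide.

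**Figure D3:**
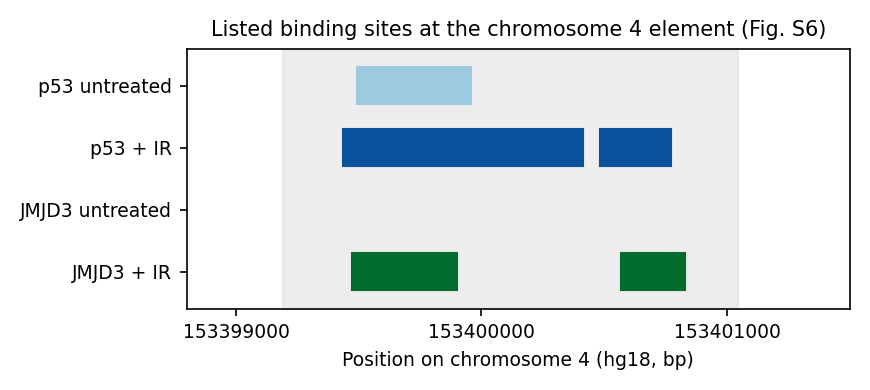
Listed binding sites at the chromosome 4 element, drawn to scale. The x axis gives the hg18 position in bp, each row is 1 list, coloured boxes are binding sites and the grey area is the element. The row for JMJD3 in untreated cells is empty, and the row for JMJD3 after IR has 2 sites.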

Figure S6 **IR responsive recruitment of JMJD3 and p53 to distal enhancer elements.** a, Examples of p53 (before and after IR treatment) and JMJD3 (before and after IR treatment), H3K4me3 and DNase I-seq [34], [35], [43] tracks at two putative enhancer elements located 12 kb upstream of *ATF3* (upper panel) or at genomic position *chr4∶153,399,193-153,401,046* (lower panel). **b**, Corresponding ChIP-qPCR validations of the binding of p53, JMJD3 and p300 as well as the levels of histone modifications H3K4me1, H3K4me3, H3K27ac and H3K27me3 at the two distal binding sites listed above.
(EPS) Click here for additional data file.

Figure S7 **Purification of recombinant catalytically active JMJD3.** a, Samples of purified recombinant JMJD3 (JMJD3s, amino acids 1027-1685) were subjected to SDS-PAGE and stained using Coomassie blue. The arrow indicates the position of recombinant JMJD3. **b**, The activity of recombinant JMJD3 was tested *in vitro* by incubating histones with increasing amounts of recombinant JMJD3 in demethylase buffer. The samples were analysed by western blotting for H3K27me3, H3K27me2 and H3K4me3.
(EPS) Click here for additional data file.

Figure S8 **Demethylation of H3K27me3 or p53 peptides.** a and b, H3(20-34)K27me3 (a) or p53 (unmodified, K370me2, K372me1, K372me2, K372me3, K373me2, K381me1, K381me2, K381me3, K382me1, K382me2, K382me3 or K386me2) (b) peptides were incubated with or without recombinant JMJD3 and analysed by mass spectrometry. A shift in mass equivalent to one methyl-group is indicated by dashed lines.
(EPS) Click here for additional data file.

Figure S9 **p53 binding does not correlate with H3K27me3.** a, Heat map of p53 and H3K27me3 [34], [35] at p53 bound promoters (< 5kb from TSS) or p53 distal binding sites (> 5kb from TSS) in IR treated BJ cells. **b,** Average distribution of H3K27me3 and p53 across p53 promoter associated or distal binding sites.
(EPS) Click here for additional data file.

Figure S10 **Expression of p53 target genes after JMJD3 knockdown.** a, Western blot of JMJD3, p53, and vinculin in human immortalized BJ fibroblasts transfected with a control siRNA (siScr) or a siRNA targeting JMJD3 (siJMJD3). **b** and **c**, qRT-PCR data illustrating the expression of *JMJD3* (b), *CDKN1A*, *BBC3* and *GADD45A* (c) in control or JMJD3 knockdown cells before or 6 and 24 h after IR treatment.
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

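The data are ChIP-seq binding sites of p53 and JMJD3 in telomerase-immortalized human BJ fibroblasts, untreated or exposed to 10 Gy of IR. There are 4 lists, from 1 library each, and no replicates. The paper gives 5 h between IR and harvest and the sample labels give 6 h. The authors aligned the tags to hg18 with Bowtie, keeping uniquely aligned tags, and called peaks per library with MACS version 2 against an IgG control. The threshold and other settings of the peak detection are not named in the paper's text. The 1 IgG library in the sample labels is from untreated cells, and it was not analysed here.

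The deposited lists hold positions only: 3 columns with the chromosome, start and end of each site. The authors' score, fold enrichment and p-value of each site are not part of these columns, so width is used here wherever sites had to be ranked. Positions are printed counting from 1, as a genome browser shows them. The lists do not give read numbers. Depth per library is therefore unknown, and the number of sites in a list can depend on it. Tags that align to several places were left out by the authors, so binding in repeated sequence is missed in all lists alike.

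Sites, covered length and widths were counted in each list. Overlaps were computed with numpy 2.4.6 in Python 3.11.15, with at least 1 bp shared. The number of p53 sites overlapped by JMJD3 after IR was checked with bedtools 2.31.1, which gave 686 as well. Intervals are exact (Clopper-Pearson) 95% binomial intervals from scipy 1.17.1 and cover counting error only. Neighbouring sites are not independent, so the intervals are too narrow as a measure of how a repeat of the experiment would vary. The interval of a ratio of site numbers was taken from the binomial interval of the share of sites in the irradiated list. Figures were drawn with matplotlib 3.10.9.

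For the random placements, each p53 site kept its width and was placed 10000 times within the part of its chromosome that the 4 lists span, or 10 to 100 kb or 100 kb to 1 Mb from its place. The narrowest p53 sites were also placed 1 to 10 kb away. Gaps and unmappable sequence were not masked. The overlap and placement steps were tested on simulated data, in which 200 of 200 planted overlaps over 3232 sites were recovered, and the ratio to random placement was 1.21 when no overlap was planted.

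Apart from the 3 sites listed for both proteins before IR and a run of JMJD3 sites on chromosome 15, which were named after their values were seen, the sites named in the text follow a rule set before the data were examined: every element the paper names whose hg18 position is given, the 3 p53 sites of irradiated cells that are widest, and the 3 widest JMJD3 sites of irradiated cells that overlap a p53 site. Only the chromosome 4 element of Fig. S6 has a position in the paper. The other genes and elements named in the ChIP results were not analysed here.

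Alternatives tried were a required overlap of 50% of the site's width, the centre of the site inside the other site, sites within 1 kb taken as overlapping, the wider 50% of a list, a common minimum width, autosomes only, and sites merged within 1 kb. Promoter shares, target genes, their overlap and the number of distal sites were planned but not computed. The gene annotation at hand is of GRCh38, and positions were not converted between assemblies.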

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

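The comparisons with the 1 kb neighbourhood and with the median width of the p53 list were chosen after the results were seen; the comparison by width group in JMJD3 was set before its result was seen, except for 1 of the limits it was read against.

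Of the 4717 JMJD3 sites of untreated cells, 622 (13.2%) had no overlapping JMJD3 site after IR, although the list after IR is much longer. The paper does not discuss sites that are listed before IR only. Shifted site borders are argued against for a large part of them, since 335 of the 622 (53.9%) had no JMJD3 site after IR within 1 kb either. Binding close to the limit of the peak detection was tested through width, because the lists hold no score and width is only a stand-in for signal. The sites without a counterpart were narrower, with a median of 220 bp against 280 bp for the others. Of 5 groups of nearly equal size, the narrowest lost 259 of 945 sites (27.4%) and the widest 20 of 949 (2.11%, exact 95% interval 1.29 to 3.24%). The loss was thus concentrated in narrow sites, while 20 wide sites were lost too. Closeness to the limit would give a loss among narrow sites. The overlap rule could give it in part too, since a wider site touches another more easily when 1 bp is enough. Of the 622 sites, 287 had a JMJD3 site after IR within 1 kb. Whether closeness to the limit is the only cause stays open, because the answer depends on how small a loss among wide sites counts as almost none. The upper bound of 3.24% lies above a limit of 1%, which was set first, and below a limit of 13.7%, 50% of the loss in the narrowest group, which was tried after the result was seen. A difference in depth or background between both libraries and a loss of JMJD3 binding after IR both stay open, as there is 1 library per condition.

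For p53, 16 of the 361 sites of untreated cells (4.43%) had no overlapping p53 site after IR, and none of the 16 had a p53 site after IR within 1 kb. All 16 were at or under the median width of the list, 295 bp, and their own median was 200 bp, the smallest width in the list. This is what binding close to the limit of the peak detection would give, and it may account for them. A loss of p53 binding at these sites was not tested.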

How the results depend on the processing

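The alternatives were set before the data were examined, except the minimum width of 200 bp, merging within 5 kb, and all alternatives for the numbers of co-bound sites for the share of JMJD3 sites after IR without a counterpart before IR and for the share of JMJD3 sites at p53 sites, which were chosen after the data were seen. No value changed its direction under the alternatives that were run. The order of a pair of shares did change. It concerns JMJD3 sites after IR that overlapped a p53 site of irradiated cells but none of untreated cells. These lacked a counterpart before IR less often than those away from p53 (85.9% against 88.1%). They lacked one more often when JMJD3 sites of at least 200 bp were counted (79.2%, 74.5 to 83.4%, against 77.2%). Both differences lay within the counting interval. Of the 70 comparisons of a main result with an alternative, 40 moved by less than the counting interval (for site numbers, by less than 1.5 times) and 30 moved by more. Autosomes alone and merging within 1 kb moved none of the main results beyond these limits. Of 50 comparisons for the other results, 27 stayed within the limits and 23 moved.

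When 50% of the width had to be covered, the share of p53 sites after IR overlapped by JMJD3 after IR was 12.9% in place of 21.2%, that overlapped by p53 in untreated cells 7.05%, and that of JMJD3 sites of untreated cells listed again after IR 79.3%. The ratios to random placement were then 49.6 for JMJD3 after IR and 35.0 for JMJD3 in untreated cells. When the centre of the site had to lie inside the other site, the values were 15.1% for JMJD3 after IR at p53 sites, 78.5% for JMJD3 sites listed again, and ratios of 49.5 and 34.3. With sites within 1 kb taken as overlapping, they were 26.2% for JMJD3 after IR, 3.53% for JMJD3 in untreated cells, 92.9% for JMJD3 sites listed again, and ratios of 10.0 and 9.21. A stricter or looser rule lowers or raises the shares by construction, and the lower ratio at 1 kb comes with more chance overlaps.

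With the wider 50% of the list whose sites were counted, 21.1% of p53 sites after IR overlapped a p53 site of untreated cells, 100% of p53 sites and 94.1% of JMJD3 sites of untreated cells were listed again after IR, and the ratio to random placement for JMJD3 after IR was 28.7. The cause was not tested. With JMJD3 sites of at least 200 bp, the share of p53 sites overlapped after IR was 12.1% and the ratio 33.1; fewer JMJD3 sites enter by construction. With p53 sites placed 10 to 100 kb away the ratios were 15.6 after IR and 11.7 in untreated cells, and with placement 100 kb to 1 Mb away they were 22.2 and 16.5, since JMJD3 sites are denser near p53 sites than elsewhere on the chromosome.

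Counting only sites at least as wide as the median of the irradiated list left 198 p53 sites in untreated cells, 1623 p53 sites after IR and 17577 JMJD3 sites after IR, while all JMJD3 sites of untreated cells remained. The JMJD3 ratio was then 3.73 in place of 7.45, which follows from the construction of this minimum, as it lies under the smallest width in untreated cells. It was 3.28 for sites of at least 200 bp, which also leaves out sites after IR only, and 6.89 for sites merged within 5 kb. The p53 ratio stayed within its interval under every alternative.

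Other distances to the TSS for promoter shares, target genes and distal sites, which had been set beforehand, were not run, because these results need an annotation of hg18. No paired analysis was possible because each condition has 1 library. The unknown depth of the libraries limits every comparison of site numbers before and after IR.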

Other observations

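The tests on sets matched for width and on sets matched for width and neighbouring sites were set before their results were seen; those on the minimum width, on merging within 5 kb and on the share of sites without a counterpart before IR were chosen after the results were seen. Nearby placement had been set before the data were examined, but it was taken as a test of shared neighbourhoods, and applied to the narrowest p53 sites, only after the results were seen. Placement 1 to 10 kb away was also chosen after the results were seen.

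The list of JMJD3 sites after IR differs from the other 3 in its smallest width, 125 bp against 200 bp, and holds 19665 sites under 200 bp. If these narrow sites were the whole reason for the larger number of JMJD3 sites after IR, the ratio would fall to about 1 without them, but it was 3.28. This filter is not neutral, as it leaves out sites after IR only. If broad signal had been split into several sites, merging would remove the increase, but with sites within 5 kb merged the ratio was 6.89. Another fragment length or setting of the peak detection for this library and a greater depth were not tested and stay open beside an increase in binding. The same holds for background that an IgG library from untreated cells does not reflect.

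JMJD3 sites after IR came in runs more often than p53 sites. With gaps of at most 5 kb, 211 runs of at least 10 sites held 3665 JMJD3 sites after IR (10.4% of the list), and 25 runs held 343 JMJD3 sites of untreated cells (7.27%). Neither p53 list had such a run. The run with most sites after IR, named after its values were seen, had 95 sites on chromosome 15 from 78858583 to 78960702 (hg18).

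The overlap of JMJD3 and p53 after IR could come from wide neighbourhoods that both proteins share. In that case moving the p53 sites 10 to 100 kb away would leave about as many overlaps, but the observed number was 15.6 times the mean of such placements. Shared regions shorter than 10 kb cannot be tested this way, since such a move leaves them. Open chromatin at the p53 sites themselves, which could favour both antibodies, was not tested here and stays open for these lists. The paper reports that most distal elements bound by both proteins are DNase I hypersensitive. It also reports, by ChIP-qPCR at selected sites, less JMJD3 after p53 knockdown at p53 targets. JMJD3 at HIST1H3E and EIF3B, which are not p53 targets, did not change.

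JMJD3 sites after IR that overlapped p53 sites of both untreated and irradiated cells were rarely listed for JMJD3 in untreated cells. This split was noticed while several splits of the lists were explored. Of 106 such JMJD3 sites, 103 (97.2%, exact 95% interval 92.0 to 99.4%) had no counterpart before IR. Of those that overlapped a p53 site of irradiated cells but none of untreated cells it was 519 of 604 (85.9%, 82.9 to 88.6%). Away from p53 sites it was 30333 of 34423 (88.1%, 87.8 to 88.5%). The split asks whether the JMJD3 site itself overlapped a p53 site of untreated cells. The 604 can therefore include JMJD3 sites at p53 sites that were already listed before IR. The general increase of JMJD3 sites would not account for the 97.2%. The 85.9% was not distinguishable from the share away from p53, nor was its value under 4 of the 6 alternatives. It was lower than away from p53 with sites merged within 1 kb (83.3%, 80.0 to 86.2%, against 89.0%) and with the centre of the site inside the other site (86.7%, 83.5 to 89.5%, against 89.9%), so whether the general increase accounts for these sites stays open. Width was not the reason: 0 of 10000 sets of JMJD3 sites of matched width away from p53 reached 103 sites, with a mean of 82.7% and a largest value of 94.3%. Matching also on the number of other JMJD3 sites within 10 kb gave a mean of 83.8%, and again 0 of 10000 sets reached it. The share stayed above that of sites away from p53 under each of the 6 alternatives tried, from 92.2% against 80.9% with sites within 1 kb taken as overlapping to 98.9% against 90.4% with 50% of the width covered. With sites merged within 1 kb it was 95.1% (88.9 to 98.4%) against 89.0%, which lies at the lower end of the interval. JMJD3 was not wholly missing before IR from p53 sites that were already listed then, but the count is small. It was listed in untreated cells at 4 of the 343 p53 sites occupied before IR (1.17%, 0.319 to 2.96%). This was 3.84 times the mean of 1.04 for placement 10 to 100 kb away. At p53 sites listed only after IR, 81 of 2889 were observed (2.80%, 2.23 to 3.47%), against a mean of 6.25. Counted by p53 site, the intervals of the shares before IR thus overlap. JMJD3 after IR was listed at 32.7% (27.7 to 37.9%) of the 343 and at 19.9% (18.4 to 21.4%) of the 2889. The difference between the groups was not tested. The related count over the 361 p53 sites of untreated cells was 3 and moved with the overlap rule. It was 1 with 50% of the width covered or the centre inside, and 6 with sites within 1 kb taken as overlapping. A hypothesis is that JMJD3 at sites where p53 sits before damage is more often gained with damage than elsewhere. It was found and tested on the same lists, in 1 library per condition, and it rests on 3 sites with a counterpart. The distance of these sites from promoters, where JMJD3 may be bound before IR, was not analysed here and stays open.

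The share of p53 sites with JMJD3 after IR did not rise evenly with the width of the p53 site. In 5 groups of nearly equal size from narrow to wide it was 21.1%, 18.6%, 20.2%, 16.2% and 30.0%, while JMJD3 in untreated cells stayed between 2.46% and 2.94%. Narrow p53 sites may owe their share to surroundings dense in JMJD3 sites. In that case placing them 10 to 100 kb away would leave about as many overlaps, but the 136 overlaps in the narrowest group were 20.0 times the mean of 6.79 for such placements. Placed 1 to 10 kb away they gave a mean of 9.15 overlaps, so that the observed number was 14.9 times the mean. Counted over all sites of a group, 32.0% (28.5 to 35.8%) of the narrowest and 36.3% (32.6 to 40.1%) of the widest had another JMJD3 site within 10 kb. These values argue against dense surroundings as the whole reason. Within the narrowest group, p53 sites with JMJD3 after IR had another JMJD3 site within 10 kb more often (47.8%, 39.2 to 56.5%) than the others (27.8%). The widest group showed this too (55.9% against 27.9%). Dense surroundings as a part of the reason therefore stay open, in narrow and wide sites alike. No biological explanation was tested.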
